A study of Drosophila melanogaster
Mus musculus with 84 samples. Its data were reported in "Synergy between Variant PRC1 Complexes Defines Polycomb-Mediated Gene Repression" (2019).

How the data were processed

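Calibrated nuclear RNA-seq (cnRNA-seq) was carried out in mouse embryonic stem cell (ESC) lines in which core subunits of Polycomb repressive complex 1 (PRC1) can be removed by adding 4-hydroxytamoxifen (OHT, called TAM in the labels; 800 nM for 72 hours). OHT switches on a Cre recombinase fused to a hormone receptor domain, and Cre excises DNA between LoxP sites, so each line was compared with itself before (UNT) and after treatment (OHT). The series holds 84 samples from 7 lines: 42 nuclear RNA libraries and 42 genomic DNA libraries, with 3 replicates per line and treatment for each kind. Groups and replicate numbers were taken from the sample titles. The columns named PRC1CKO were assigned to the line lacking RING1A and RING1B. The genomic DNA libraries served only in the authors' calibration and were not used here.

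For calibration, a fixed number of fruit fly cells was added to each sample of mouse cells before nuclei were prepared. According to the methods, reads from ribosomal RNA were filtered out with Bowtie 2, the other reads were mapped to joined mouse (mm10) and fly (dm6) genomes with STAR, and reads that STAR left unmapped were mapped with Bowtie 2 in local mode. PCR duplicates were removed with SAMtools. The authors counted reads over whole gene bodies, introns included, of a non-redundant set of RefSeq genes. DESeq2 size factors were derived by the authors from the reads on fly genes, corrected by the ratio of fly to mouse reads in the matching genomic DNA library. The deposited values per library are therefore a signal, the mouse read count of a gene divided by its library's spike-in size factor, and each line was normalized in its own table. The authors also deposited a log2 fold change per gene, a shrunken log2 fold change, and the adjusted p-value of their DESeq2 fit. A deposited column of another kind (unit other) gives the gene length. Libraries were made with a directional kit, but whether counting used the strand is not stated. Genes that overlap others are named as such below, because their reads may be shared.

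Because every low value in a library was a whole multiple of the same step, the size factors and whole read counts were recovered. In each of the 42 libraries 100% of the values came out whole. Recovered depth ranged from 15957145 to 62334895 mouse reads per library, and from 17491 to 18740 genes had at least 1 read. Size factors ranged from 0.696 to 1.53. Counting error was small next to the spread between replicates: for any 2 libraries of the same group, the chi-square per gene was 6.92 to 355, where counting alone gives about 1. No library was therefore a second copy of another in its group. A gene with at most 3 reads in each library of a group was treated as being at the floor, and folds against such a group are given as lower bounds.

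The main test was chosen before the data were examined. For each line alone, limma (version 3.58.1, in R 4.3.3; lmFit, then eBayes with a mean-dependent trend) compared 3 OHT with 3 UNT libraries on log2(spike-in-normalized read count + 1) with no further scaling. Genes with a mean of at least 10 normalized reads over the 6 libraries were tested. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a change of more than 1.5-fold, which are the thresholds of the study. Fold changes are on this scale with a pseudocount of 1, which understates the change of weakly expressed genes. Counts of genes are counts of RefSeq entries, several of which can belong to 1 gene: the entries carry 18514 distinct gene names, 660 entries carry several names and 424 carry none. Coordinates are mm10 positions as the tables give them, and whether their starts count from 0 or 1 is not stated. Values of different lines come from separately normalized tables, so only changes within a line were compared between lines. Differences between the changes in separate lines were tested in 1 limma model with a coefficient for each line and treatment (4 contrasts, of 12 or 18 libraries). Sets of genes were tested with limma's fry, adjusted over 6 tests for the RING1A/B-repressed genes, over 14 for the gene lists deposited with the series, and over 4 for the contrasts. Medians over a library were compared by an exact two-sided permutation test, whose smallest possible p is 0.1 for 3 against 3 libraries. The text also gives TMM scaling (edgeR, version 4.0.16), which sets the mouse genes of all libraries to a common level and so removes any shift shared by most genes.

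Whether replicate numbers pair UNT with OHT libraries was checked from the values, since the labels give the same numbers to both groups without saying what they mark. Deviations of same-numbered libraries from their group means, taken across genes, were correlated at 0.13 to 0.92, above 0.1 for every pair of every line. The fold changes in the authors' deposited tables were also recomputed with DESeq2 (version 1.42.0) on the recovered reads. With the replicate number as a term, the median absolute difference from the deposited log2 fold change was between 1.6e-07 and 1.1e-06 in the 7 lines. Without it, the difference was between 0.0084 and 0.038. The methods do not state this term. The numbers were therefore taken to pair the libraries, and the fit with the replicate number as a block (the paired fit) is given beside the unpaired one where it changes a call or moves a count of calls by more than 1.5 times.

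Genes are named by a rule that was also set before the data were examined: Ring1, Rnf2 and Pcgf1 to Pcgf6 in every line, the 2 largest rises and 2 largest falls per line among called genes with a mean of at least 100 normalized reads whose 3 OHT libraries all lay on the same side of the 3 UNT libraries, the 2 largest differences each way per contrast, and called members of 3 fixed lists. These lists were 10 pluripotency genes, 12 germline genes, and all Hoxa to Hoxd genes (40 entries). The alternatives tried were TMM scaling, no filter beyond 1 non-zero library, a pseudocount of 0.25, edgeR's quasi-likelihood test and DESeq2 on the recovered reads, the replicate block, leaving out each library in turn, and taking the RING1A/B-repressed set from the authors' deposited columns. Further alternatives to the paired fit, and set tests with the replicate block, were added after seeing the data. The scripts were tested on simulated counts for the real genes with 200 genes changed 4-fold. The changed genes were drawn from those with a mean of at least 100 normalized reads, and the simulated dispersion was 0.02. The simulation therefore gives no recovery for weaker genes, down to a mean of 10, or for changes near 1.5-fold. Without a shift between pairs, every fit recovered 100% of the 200 changed genes. With gene-specific shifts between pairs (SD 0.5, log2), the unpaired limma fit recovered 51% of these genes and DESeq2 without the replicate term 94.5%. In that setting edgeR's test recovered 0% and the paired fit 100%. An absence of calls by edgeR therefore carries no weight where pairs differ. GC content was not used here, since no genome sequence was at hand. Figures were drawn with matplotlib (version 3.10.9).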

Results

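To ask which PRC1 complexes repress genes in ESCs, nuclear RNA was profiled in 7 lines before and after OHT-induced removal of PRC1 subunits. PRC1 is built around the ubiquitin ligases RING1A or RING1B (encoded by Ring1 and Rnf2) and 1 of the PCGF proteins, PCGF1 to PCGF6. PCGF2 and PCGF4 form canonical complexes and PCGF1, PCGF3, PCGF5 and PCGF6 form variant complexes. OHT removed RING1B in a RING1A-deficient line (RING1AB), PCGF2 in a PCGF4-deficient line (PCGF2/4), PCGF1, PCGF3 with PCGF5 (PCGF3/5), PCGF1 with PCGF3 and PCGF5 (PCGF1/3/5), and this last group together with PCGF2 (PCGF1/3/5/2) or PCGF6 (PCGF1/3/5/6). Each line had 3 UNT and 3 OHT libraries, 42 in all. Libraries had from 15957145 mouse reads (RING1AB) to 62334895 (PCGF3/5). Values below are spike-in-normalized read counts over whole genes.

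The targeted genes were examined first in every library. Pcgf1 (NM_197992, chromosome 6, 83078389 to 83080855, mm10) fell in each of the 4 lines in which it is deleted. In PCGF1 the UNT libraries had 109.8, 80.88 and 73.58 normalized reads and the OHT libraries 30.4, 21.51 and 24.43. Its log2 fold change was -1.74 in PCGF1 (SE 0.38, adjusted p 0.000638), -1.78 in PCGF1/3/5/2 (SE 0.26, adjusted p 0.00097) and -1.63 in PCGF1/3/5/6 (SE 0.24, adjusted p 0.00021). In PCGF1/3/5 it fell by 1.53 on the log2 scale (SE 0.46), from 140 ± 2.17 to 50.8 ± 20.8 normalized reads (SD, n = 3), with an adjusted p of 0.703 in the unpaired fit and 7.98e-08 in the paired fit. In RING1AB, PCGF2/4 and PCGF3/5 its log2 fold change lay between -0.05 and 0.22. Of the other deleted genes none was called lower. In RING1AB, Rnf2 (NM_011277) went from 1457 ± 98.8 to 1405 ± 230 normalized reads (SD, n = 3), and Ring1 (NM_009066) was still read at 175 ± 12.9 normalized reads in UNT cells of this RING1A-deficient line. Only a few exons of these genes are excised, whereas reads were counted over the whole gene, so their counts do not check the labels. Bmi1, which encodes PCGF4 (NM_007552, chromosome 2, 18677017 to 18686629), rose from 133.5 ± 31 to 835 ± 107 normalized reads in RING1AB (log2 fold change 2.66, SE 0.18, adjusted p 7.94e-46) and from 148.5 ± 49.5 to 678.8 ± 138 in PCGF1/3/5/2 (log2 fold change 2.22, SE 0.27, adjusted p 0.000316; all SD, n = 3). Its log2 fold change of 0.91 in PCGF1/3/5 passed the thresholds in the paired fit alone (adjusted p 0.000361; 0.56 after TMM scaling). That value leaned on single libraries, being 0.37 without OHT replicate 1 and 1.32 without UNT replicate 1. Pcgf5 (NM_029508) rose in RING1AB (0.79, SE 0.16, adjusted p 3.06e-06; 0.64 after TMM scaling). Pcgf3 (0.76), Pcgf5 (0.80), Pcgf6 (0.61) and Ring1 (0.69) passed the thresholds in PCGF1/3/5/6, but after TMM scaling their changes were 0.09, 0.13, -0.07 and 0.02. The changes of Pcgf1 after TMM scaling were -1.86 in PCGF1, -1.87 in PCGF1/3/5, -1.99 in PCGF1/3/5/2 and -2.29 in PCGF1/3/5/6, and those of Bmi1 2.51 in RING1AB and 2.01 in PCGF1/3/5/2.

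**Figure D1:**
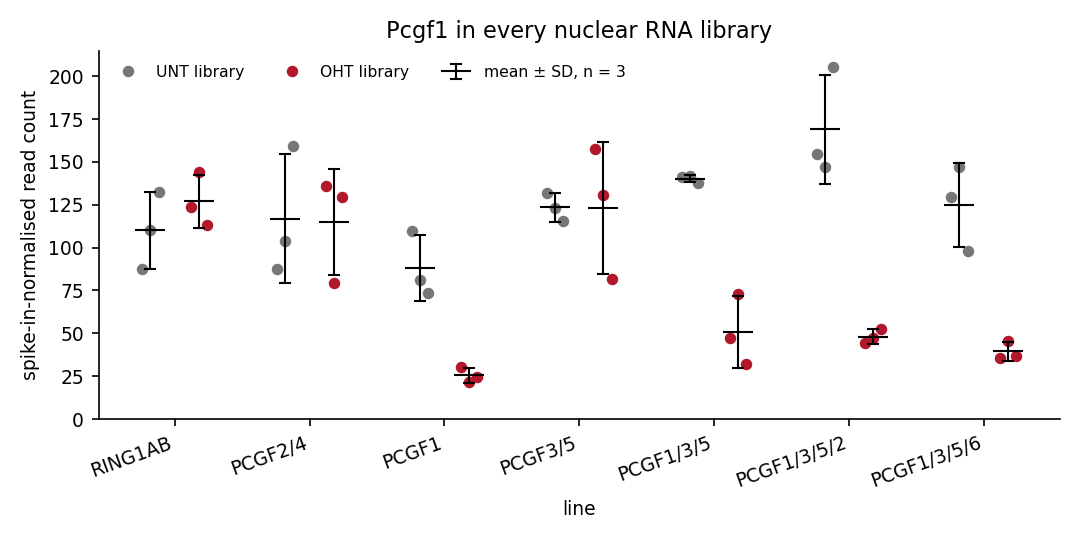
Spike-in-normalized Pcgf1 read counts (y axis) in the 3 UNT and 3 OHT libraries of each line (x axis). Points are libraries and bars are mean ± SD (n = 3). In the 4 lines in which Pcgf1 is deleted every OHT library lies below every UNT library, and in PCGF1 the OHT libraries have 21.51 to 30.4 normalized reads.

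Spike-in calibration keeps a change shared by most genes, so the median change of all tested genes was taken for each line. It was 0.66 on the log2 scale in PCGF1/3/5/6 (SD over the 3 OHT libraries 0.124), 0.35 in PCGF1/3/5 (SD 0.441), 0.21 in PCGF1/3/5/2 (SD 0.173), 0.15 in RING1AB (SD 0.188), 0.12 in PCGF1 (SD 0.238), 0.05 in PCGF3/5 (SD 0.337) and -0.01 in PCGF2/4 (SD 0.296). The library medians of the 3 OHT libraries of PCGF1/3/5/6 all lay above those of the 3 UNT libraries (exact two-sided permutation p 0.1, the smallest this design allows). The exact permutation p was 0.2 in PCGF1/3/5/2, 0.3 in RING1AB, 0.4 in PCGF1/3/5, 0.5 in PCGF1, 0.9 in PCGF3/5 and 1 in PCGF2/4. These tests and SDs do not use the pairing. Within same-numbered pairs the median rose in all 3 pairs of PCGF1/3/5 (0.51, 0.21 and 0.43, SD over pairs 0.154). It also rose in all 3 pairs of PCGF1/3/5/2 (0.21, 0.15 and 0.28, SD 0.063) and PCGF1/3/5/6 (0.81, 0.55 and 0.60, SD 0.138). Pairs went both ways in the other lines, the lowest being -0.02 in RING1AB, -0.19 in PCGF1 and -0.12 in PCGF3/5. In PCGF2/4 the medians of the 3 UNT libraries themselves had an SD of 0.461, and the median change within same-numbered pairs was 0.58, -0.34 and -0.28. Leaving out UNT replicate 3 lowered the median in PCGF1/3/5 to 0.09, and leaving out OHT replicate 3 raised it to 0.63. Leaving out single libraries also moved the median to between 0.04 and 0.22 in RING1AB, -0.00 and 0.24 in PCGF1, -0.06 and 0.26 in PCGF3/5, -0.24 and 0.22 in PCGF2/4, and 0.14 and 0.31 in PCGF1/3/5/2. TMM scaling removed a shift of 0.67 in PCGF1/3/5/6, 0.34 in PCGF1/3/5, 0.21 in PCGF1/3/5/2, 0.15 in RING1AB and 0.12 in PCGF1, and of less than 0.1 in the other lines. For most changes of genes and sets in those 5 lines, values after TMM scaling are therefore given as well.

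The first comparison asked whether canonical PRC1 is needed to keep genes silent, with RING1AB as the reference for loss of all PRC1. In RING1AB, 16395 genes were tested, of which 3240 rose and 529 fell. TMM scaling moved these counts most among the alternatives applied to all libraries, to 2699 and 893, and the share of calls that were higher from 86.0% to 75.1%. In PCGF2/4, 8 of 15756 genes rose and 0 fell, with 309 genes at an unadjusted p under 0.05, against 6206 in RING1AB. The count of 309 lies under the share of 0.05 that chance alone gives on average, so its small size does not argue against changes. With pairing 10 genes rose and 2 fell in PCGF2/4. These counts were 265 and 247 with both pairing and TMM scaling, and 143 and 1525 in the paired fit without pair 1. Without OHT replicate 1 the count of genes that rose in PCGF2/4 was 1, and without UNT replicate 3 it was 33. The largest rises in RING1AB were those of Zic1 (NM_009573, chromosome 9, 91360344 to 91365799) and Nr2f2 (NM_183261, chromosome 7, 70351949 to 70360593). Zic1 had at most 2 reads in each UNT library and 250 ± 13.2 normalized reads in OHT (SD, n = 3), at least 58-fold higher. Nr2f2 went from 4.99 ± 6.01 to 313 ± 84.4 normalized reads (SD, n = 3; log2 fold change 6.34, SE 0.37, adjusted p 1.59e-64; 6.26 after TMM scaling). After TMM scaling the fitted log2 fold change of Zic1 was 6.24. Its UNT libraries were at the floor, so this value is not a measured size and only the lower bound is taken. The largest falls were those of Cubn (NM_001081084, chromosome 2, 13276337 to 13491876; log2 fold change -2.79, SE 0.17, adjusted p 1.77e-56; -2.94 after TMM scaling) and of the mir-106a entry (NR_003188, chromosome X, 52742562 to 52744593; log2 fold change -2.74, SE 0.24, adjusted p 6.76e-28; -2.89 after TMM scaling). In PCGF2/4 the largest rises were in Meis2 (NM_001136072, chromosome 2, 115861263 to 116065058), from 845 ± 349 to 7645 ± 2330 normalized reads, and Mecom (NM_021442, chromosome 3, 30236568 to 30509487), from 371 ± 151 to 1778 ± 653 (SD, n = 3; log2 fold changes 3.21 and 2.28, SE 0.38 and 0.40, adjusted p 2.68e-13 and 5.95e-05). Ky (NM_024291, chromosome 9, 102506137 to 102546239) fell by 1.7 on the log2 scale (SE 0.43), past the thresholds in the paired fit alone (adjusted p 0.0349, against 0.141 unpaired). The other gene that fell in the paired fit was Insm1 (NM_016889), named after its values were seen.

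The next comparisons took the variant complexes separately. Removal of PCGF1 raised 433 and lowered 150 of 15802 genes, with 1894 at an unadjusted p under 0.05. These counts leaned on single libraries: without UNT replicate 2 they were 37 and 10. The paired fit called 930 and 279, and 85 and 69 when pair 3 was left out. TMM scaling without the pairs gave 136 and 49. The largest rises were in 1700071M16Rik (NM_013737, chromosome 17, 43568450 to 43612201; log2 fold change 2.27, SE 0.25, adjusted p 1.95e-16) and Tbx20 (NM_001205085, chromosome 9, 24740247 to 24774303; 2.16, SE 0.23, adjusted p 1.95e-16). The largest falls were in Pdzk1 (NM_001146001, chromosome 3, 96832673 to 96870926; -2.60, SE 0.33, adjusted p 1.07e-11) and Otx2os1 (NR_029384, chromosome 14, 48669287 to 48793348; -2.20, SE 0.24, adjusted p 4.46e-16). After TMM scaling the log2 fold changes of these 4 genes were 2.15, 2.04, -2.71 and -2.32, and 1700071M16Rik and Pdzk1 no longer passed the thresholds. Removal of PCGF3/5 gave 0 calls either way among 16446 genes, with 48 at an unadjusted p under 0.05. That count, too, lies under the share of 0.05 that chance alone gives on average, and does not argue against changes. With pairing, 302 genes were higher and 51 lower. Without pair 1 the paired fit called 39 and 8, and without pair 3 it called 569 genes higher. The largest rises were in Tns1 (NM_027884, chromosome 1, 73910230 to 74124447; 1.39, paired adjusted p 2.83e-18) and 1810041L15Rik (NM_001163145, chromosome 15, 84379202 to 84447097; 1.31, paired adjusted p 4.59e-07). The largest falls were in Epha6 (NM_007938, chromosome 16, 59653482 to 60605531, which overlaps a gene on the other strand; -1.12, paired adjusted p 3.85e-09) and Ikzf1 (NM_001301863, chromosome 11, 11690176 to 11772926; -0.84, paired adjusted p 1.91e-04). All 4 had an adjusted p of 1 in the unpaired fit.

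Combined removal of PCGF1/3/5 was compared with the separate removals to ask whether these complexes cooperate. Among 15972 genes the unpaired fit called 0 in either direction, with 937 at an unadjusted p under 0.05, of which 913 were higher. The smallest adjusted p was 0.648. The paired fit called 3901 genes higher and 226 lower, and 132 lower without pair 2. After TMM scaling the paired fit called 1251 and 601. Nptx1 (NM_008730, chromosome 11, 119538718 to 119547820) rose from 27.6 ± 11.1 to 187 ± 32.4 normalized reads and Flrt1 (NM_201411, chromosome 19, 7092010 to 7105729) from 76.0 ± 17.7 to 454 ± 153 (SD, n = 3), with paired adjusted p-values of 1.17e-21 and 4.28e-32. Dlg2 (NM_001243047, chromosome 7, 92234969 to 92449246) fell from 230 ± 123 to 28.8 ± 7.89 and Enpp2 (NM_001136077, chromosome 15, 54838678 to 54920146) from 208 ± 109 to 66.7 ± 16.7 (paired adjusted p 1.11e-23 and 2.80e-09). After TMM scaling the log2 fold changes of these 4 genes were 2.44, 2.18, -3.16 and -1.86. The change in PCGF1/3/5 was then set against the sum of the changes in PCGF1 and PCGF3/5 in a contrast over 18 libraries. Of 16218 genes, 0 differed in the unpaired fit, with 19 at an unadjusted p under 0.05, all above the sum. Chance alone gives more on average, a share of 0.05 of the genes, so the small count does not argue against differences. The paired fit called 42 genes above the sum and 2 below it. Zic2 (NM_009574, chromosome 14, 122475383 to 122480328) exceeded the sum by 2.13 on the log2 scale (paired SE 0.30, paired adjusted p 5.71e-09), with changes of 0.49 in PCGF1/3/5, -1.49 in PCGF1 and -0.15 in PCGF3/5. Otx2 (NM_001286481, chromosome 14, 48657676 to 48667644) exceeded it by 2.04 (paired SE 0.29, paired adjusted p 5.71e-09), with changes of 0.06, -2.01 and 0.03. For both genes the largest of the 3 terms was the fall in PCGF1. Wdr64 (NM_029453, chromosome 1, 175698592 to 175815733) and Col1a2 (NM_007743, chromosome 6, 4505696 to 4541543) lay below the sum by -1.92 and -1.42 (paired adjusted p 0.0276 and 0.00694). After TMM scaling these 4 differences were 1.97, 1.87, -2.09 and -1.59.

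**Figure D2:**
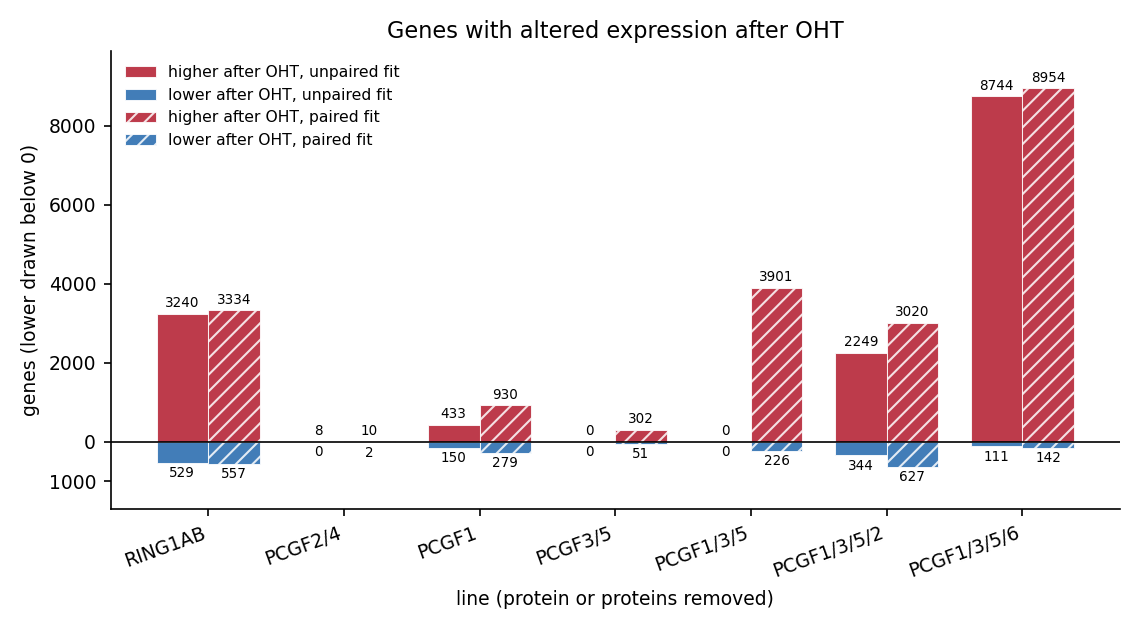
Number of genes called higher (red, above 0) and lower (blue, below 0) after OHT in each line (x axis), in the unpaired fit (plain bars) and the paired fit (hatched bars). The fits differ most in PCGF1/3/5, where the paired fit called 3901 genes higher and the unpaired fit 0.

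PCGF2 was removed together with PCGF1/3/5 to ask whether canonical PRC1 contributes once these variant complexes are gone. Of 16352 genes, 2249 rose and 344 fell in PCGF1/3/5/2. Leaving out OHT replicate 3 lowered the first count to 1285, and leaving out UNT replicate 3 lowered the second to 208. Pairing gave 3020 and 627. TMM scaling gave 1431 and 765 in the unpaired fit and moved the share of calls that were higher from 86.7% to 65.2%. Onecut3 (NM_139226, chromosome 10, 80494905 to 80517260) rose from 13.9 ± 4.35 to 265 ± 60.9 normalized reads and Tbx1 (NM_001285472, chromosome 16, 18581703 to 18586969) from 12.8 ± 5.99 to 212 ± 23.1 (SD, n = 3; log2 fold changes 4.17 and 4.03, SE 0.32 and 0.35, adjusted p 3.89e-05 and 6.76e-05). The largest falls were in 5330434G04Rik (NR_015552, chromosome X, 105372993 to 105391754; -3.18, SE 0.56, adjusted p 0.00273) and in another entry of Dlg2 (NM_001243046, chromosome 7, 92062393 to 92449246, which overlaps a gene on the other strand; -2.96, SE 0.40, adjusted p 0.000666). After TMM scaling these 4 values were 3.96, 3.83, -3.39 and -3.17. Set directly against PCGF1/3/5, 0 of 16255 genes differed in their log2 fold change in the unpaired fit. An unadjusted p under 0.05 was found for 177 genes, again under the share of 0.05 that chance alone gives on average. With pairing, 1.4e+02 genes (rounded) had a higher and 484 a lower log2 fold change in PCGF1/3/5/2. That balance depended on the scaling, since after TMM scaling the paired fit called 294 and 169. Prdm6 (NM_001033281, chromosome 18, 53464545 to 53575857) changed by 2.53 in PCGF1/3/5/2 against 0.67 in PCGF1/3/5 (log2; paired adjusted p 0.00499). Xaf1 (NM_001037713, chromosome 11, 72301628 to 72313733) changed by -1.39 against 0.41 (paired adjusted p 0.00303). These differences after TMM scaling were 2.00 and -1.65.

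PCGF6 was removed together with PCGF1/3/5 to ask whether it accounts for the repression left in PCGF1/3/5. Of 16189 genes, 8744 rose and 111 fell in PCGF1/3/5/6. The lower count was 70 without UNT replicate 2 and 187 without UNT replicate 1. Scaling mattered most here: with TMM 2313 genes rose and 1068 fell, and the share of calls that were higher went from 98.7% to 68.4%. Slc6a11 (NM_172890, chromosome 6, 114131240 to 114249886) rose from 27.3 ± 2.63 to 1439 ± 50.2 normalized reads and Kcnd3 (NM_019931, chromosome 3, 105458815 to 105669209) from 26.2 ± 8.24 to 1214 ± 138 (SD, n = 3; log2 fold changes 5.67 and 5.52, SE 0.16 and 0.22, adjusted p 2.35e-08 and 9.09e-08). Dlg2 (NM_001243047) fell by 2.15 (SE 0.37, adjusted p 5.49e-04) and Rsf1os1 (NR_126461, chromosome 7, 97598348 to 97645112) by 1.61 on the log2 scale (SE 0.23, adjusted p 1.75e-04). After TMM scaling the values of these 4 genes were 5.01, 4.85, -2.82 and -2.28. Against PCGF1/3/5, 26 of 16123 genes had a higher log2 fold change in PCGF1/3/5/6 and 0 a lower one in the unpaired fit, with 834 at an unadjusted p under 0.05. With pairing there were 2487 and 53, and after TMM scaling 1064 and 179. The largest differences were those of Slc6a11 (5.08, SE 0.68, adjusted p 0.0125) and Mei1 (NM_028897, chromosome 15, 82070116 to 82126814), which changed by 4.43 in PCGF1/3/5/6 and -0.08 in PCGF1/3/5 (difference 4.51, SE 0.63, adjusted p 0.0155). Igfbp5 (NM_010518, chromosome 1, 72858064 to 72874865) and Themis (NM_178666, chromosome 10, 28668359 to 28883818) changed by -1.43 and -1.28 in PCGF1/3/5/6 against 0.35 and 0.47 in PCGF1/3/5 (differences -1.78 and -1.75, paired adjusted p 7.52e-05 and 2.73e-04). After TMM scaling the differences were 4.77, 4.2, -2.10 and -2.05.

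Removal of PCGF1/3/5/6 was also set against removal of RING1A/B. Of 16437 genes, 4688 had a higher log2 fold change in PCGF1/3/5/6 and 423 in RING1AB. With TMM scaling these counts were 1022 and 689. The largest differences toward PCGF1/3/5/6 were in Kcnj3 (NM_001304810, chromosome 2, 55435969 to 55598145), with changes of 3.85 and 0.07, and Rfx4 (NM_027689, chromosome 10, 84838147 to 84906538), with changes of 2.85 and -0.84 (adjusted p 2.51e-07 and 7.32e-08). Those toward RING1AB were in Pax3 (NM_001159520, chromosome 1, 78101266 to 78197136), with changes of 0.82 and 6.21, and Tbx18 (NM_023814, chromosome 9, 87702799 to 87731260), with 0.54 and 5.34 (adjusted p 1.46e-08 and 4.01e-06). With TMM scaling the 4 differences were 3.39, 3.29, -5.82 and -5.23. Across the 15072 genes tested in every line, log2 fold changes in RING1AB correlated best with those in PCGF1/3/5/6 (Pearson r 0.67, Spearman rho 0.59), and with r between 0.12 and 0.40 for the other lines. Genes are not independent replicates, so no p is given for these coefficients.

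The 3240 genes that rose in RING1AB were then followed as a set (RING1A/B-repressed genes) in the other 6 lines, whose libraries did not choose it. The median log2 fold change of the set was 0.01 in PCGF2/4 (SD over the 3 OHT libraries 0.241), 0.12 in PCGF3/5 (SD 0.563), 0.30 in PCGF1 (SD 0.232), 0.60 in PCGF1/3/5/2 (SD 0.12), 0.71 in PCGF1/3/5 (SD 0.659) and 1.52 in PCGF1/3/5/6 (SD 0.053). The genes outside the set had medians of -0.02, 0.05, 0.11, 0.17, 0.31 and 0.57 in the same lines. With TMM scaling the medians of the set were 0.03, 0.06, 0.18, 0.39, 0.37 and 0.85, so the order of PCGF1/3/5 and PCGF1/3/5/2 depended on the scaling. Fry gave an adjusted p of 0.00194 in PCGF1/3/5/2 and 1.81e-06 in PCGF1/3/5/6 and between 0.258 and 0.924 in the others. In the paired fit PCGF1/3/5 also passed, with an adjusted p of 0.0212 and a rise in each of the 3 pairs. In PCGF2/4 the median changed sign between pairs, at 0.60, -0.26 and -0.34. It was -0.23 without UNT replicate 1 and 0.25 without UNT replicate 3, and in PCGF3/5 it was -0.19 without OHT replicate 1 and 0.40 without UNT replicate 1. The median in PCGF1/3/5 was 0.33 without UNT replicate 3 and 1.08 without OHT replicate 3, and in PCGF1 it was 0.18 without OHT replicate 1 and 0.40 without OHT replicate 2. Of the set, 2807 genes were tested in PCGF2/4, 2958 in PCGF3/5 and 2857 in PCGF1. The numbers tested were 3071 in PCGF1/3/5/2, 2914 in PCGF1/3/5 and 3028 in PCGF1/3/5/6. Medians and shares cover these tested members alone, and so not the same genes in every line. The shares of tested members called higher in the paired fit were 0.356% in PCGF2/4, 6.49% in PCGF3/5 and 20.3% in PCGF1. They were 47.9% in PCGF1/3/5/2, 54.1% in PCGF1/3/5 and 90.2% in PCGF1/3/5/6. Outside the set these shares were 0%, 0.816%, 2.70%, 11.7%, 17.8% and 47.3%. Without pairing the shares were 0.285% in PCGF2/4, 0% in PCGF3/5 and PCGF1/3/5, 10.5% in PCGF1, 38.2% in PCGF1/3/5/2 and 89.0% in PCGF1/3/5/6. Differences between lines were tested on the set after the data had been examined. The rise in PCGF1/3/5/6 exceeded that in PCGF1/3/5 by a median of 0.74 (90.8% of genes; paired fry adjusted p 0.00154, unpaired 0.432; 0.43 with TMM scaling). The excess of PCGF1/3/5 over the sum of PCGF1 and PCGF3/5 was 0.26 (72.8% of genes; paired fry adjusted p 0.278, unadjusted 0.244; 0.09 with TMM scaling, with an unadjusted p of 0.0458), and PCGF1/3/5/2 differed from PCGF1/3/5 by -0.13 (paired fry adjusted p 0.278; 0.02 with TMM scaling). PCGF1/3/5/6 differed from RING1AB by 0.17, or by -0.23 with TMM scaling (paired fry adjusted p 0.278, and unadjusted p 0.166 and 0.012 without and with TMM), in a set that was chosen on RING1AB itself.

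**Figure D3:**
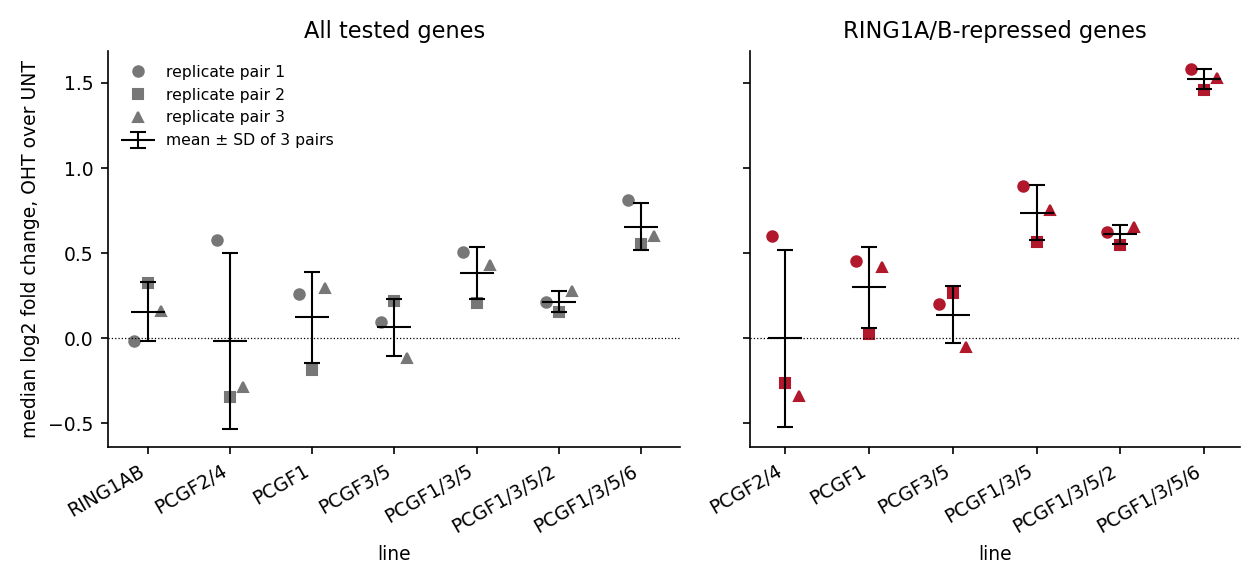
Median log2 fold change (y axis) of all tested genes (left) and of RING1A/B-repressed genes (right) in each line (x axis), for the 3 same-numbered pairs of UNT and OHT libraries. Symbols are pairs and bars are mean ± SD of the 3 pairs. RING1A/B-repressed genes rose by 1.46 to 1.58 in all 3 pairs of PCGF1/3/5/6, whereas in PCGF2/4 the pairs spread from -0.34 to 0.60.

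Lists of 137 and 354 genes deposited with the series were examined next. The first holds genes further derepressed when PCGF2 was lost as well, chosen on the libraries of PCGF1/3/5 and PCGF1/3/5/2, so its values in those lines are not independent evidence. The second holds genes that retained RING1B after removal of PCGF1/3/5/6, chosen by ChIP-seq among genes repressed by PRC1. The lists share 89 genes, and all members of the first that were tested in RING1AB, and 326 of the second, were RING1A/B-repressed. Both were drawn from genes that rose after loss of RING1A/B on these same libraries, so this and the rise in RING1AB follow from their selection. Medians cover only the members tested in each line. For the first list these ranged from 88 in PCGF1 to 136 in PCGF1/3/5/2, and for the second from 192 in PCGF1 to 326 in RING1AB. In RING1AB the medians of the lists were 3.11 and 2.96, against 1.33 and 1.27 for the RING1A/B-repressed genes outside each list. With genes at the floor set to their bound the medians were 3.02 and 2.86, and with TMM scaling 2.96 and 2.81. In PCGF1/3/5/2 the medians were 1.68 and 1.43, higher than the comparison genes by 1.11 and 0.87, with every pair on that side (exact permutation p of each difference 0.1, the smallest possible). The medians in PCGF1/3/5/6 were 1.37 and 1.44, which differed from the comparison genes by -0.16 and -0.09, again with all 3 pairs on the same side (exact permutation p 0.1). In PCGF2/4, where the RING1A/B-repressed genes outside the lists had medians of 0.00 and -0.01, with pairs going both ways, the medians were 0.51 and 0.61, and all 3 pairs rose (exact permutation p of the differences 0.1), but fry on the lists gave adjusted p-values of 0.149 and 0.0814. With TMM scaling both lists passed in this line, with medians of 0.53 and 0.63. Without UNT replicate 1 and without UNT replicate 3 the medians of the first list there were 0.28 and 0.66, and those of the second 0.47 and 0.79. The lists rose by 0.90 and 0.86 in PCGF1/3/5, differing from the comparison genes by 0.19 and 0.16 (exact permutation p 0.4 and 0.3). All 3 pairs lay on that side for both lists, by 0.24, 0.18 and 0.16 and by 0.12, 0.099 and 0.20. Fry passed for this line in the paired fit alone (adjusted p 0.00954 and 0.0152). Without UNT replicate 3 these medians were 0.39 and 0.42, and without OHT replicate 3 they were 1.33 and 1.21. With TMM scaling the medians of the lists were 1.47 and 1.22 in PCGF1/3/5/2, 0.74 and 0.80 in PCGF1/3/5/6 and 0.55 and 0.53 in PCGF1/3/5. In PCGF1 the medians were 0.22 and 0.34 (0.11 and 0.23 with TMM scaling, 0.03 and 0.21 without OHT replicate 1), and in PCGF3/5 0.01 and -0.01. In PCGF3/5 leaving out OHT replicate 1 gave -0.60 and -0.45, and leaving out UNT replicate 1 gave 0.60 and 0.36.

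Hox genes, classical targets of Polycomb repression, were read from 40 RefSeq entries that overlap or neighbor each other within 4 clusters, so reads of neighbors cannot be kept apart fully. The filter takes the mean of UNT and OHT libraries together, so an entry silent in UNT cells was tested only if it rose. Shares and medians of tested entries therefore depend in part on the filter and cover different entries in each line. In RING1AB 32 entries passed the filter and all 32 rose, by a median of 3.56. The median was 3.32 with entries at the floor set to their bound and 3.47 with TMM scaling, where 31 entries passed the thresholds. Without the filter, 37 entries were called in RING1AB, 32 in PCGF1/3/5/2 and 19 in PCGF1/3/5/6. Of 35 entries tested in PCGF1/3/5/2, 30 rose (33 in the paired fit, and 33 when adjusted over the list alone), by a median of 2.56 (2.36 with TMM scaling). In PCGF1/3/5/6, 7 of 12 entries rose (9 in the paired fit, and 7 adjusted over the list alone), by a median of 1.26, or 0.62 with TMM scaling, where 1 entry passed. In PCGF2/4, 4 of 15 entries rose (8 adjusted over the list alone), in PCGF1 1 of 5 (3 adjusted over the list alone, 0 with TMM scaling) and in PCGF1/3/5 0 of 5 (5 in the paired fit), while in PCGF3/5 0 of 4 rose, with 0 at an unadjusted p under 0.05 in the unpaired fit. No Hox entry was called lower in any line by either fit. The entry called in PCGF1 by the unpaired fit was Hoxa4. The 4 entries in PCGF2/4 were Hoxa4, Hoxa5 and both entries of Hoxd11, and without OHT replicate 1 the count was 0. Without UNT replicate 2 the call in PCGF1 was lost.

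PCGF6 is known for repressing germline genes, so 12 such genes fixed beforehand were examined. In RING1AB 8 of 12 rose and in PCGF1/3/5/6 10 of 12 rose, with the same counts when adjusted over the list alone, and the medians were 1.90 and 2.13 (1.75 and 1.45 with TMM scaling). Ddx4, Dazl, Tex101, Tdrkh, Taf7l, Stk31, Mael and Slc25a31 rose in both lines, by between 1.26 and 3.63 on the log2 scale. Ddx4 (NM_001145885, chromosome 13, 112598332 to 112652310), for example, went from 464 ± 38.2 to 2607 ± 316 normalized reads in RING1AB and from 419 ± 90.5 to 2682 ± 271 in PCGF1/3/5/6 (SD, n = 3; adjusted p 4.19e-54 and 5.53e-07). Zcwpw1 and Sycp3 (which overlaps a gene on the other strand) rose in PCGF1/3/5/6 by 0.76 and 0.63, but by 0.09 and -0.04 with TMM scaling. With TMM scaling 7 of the 12 passed there, Dazl being lost as well. In the other 5 lines, where 11 were tested, none rose in either fit. The unadjusted p of the unpaired fit was under 0.05 for 0 of them in PCGF2/4, PCGF1, PCGF3/5 and PCGF1/3/5 and for 2 in PCGF1/3/5/2. Zcwpw1 (NM_001005426) fell by 0.78 in PCGF1/3/5/2 (adjusted p 0.0191) and by 0.74 in PCGF1/3/5 in the paired fit alone, and Tdrkh fell by 0.75 in PCGF1/3/5/2 in the paired fit alone (-0.99, -1.09 and -0.96 with TMM scaling). Without UNT replicate 3, 0 germline genes were called in PCGF1/3/5/2.

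The pluripotency list (10 genes, 11 entries) was used to see whether cells kept the expression of factors of the undifferentiated state. In RING1AB 1 entry rose and 2 fell. Tbx3 (NM_198052, chromosome 5, 119670861 to 119684724) rose from 3818 ± 52.0 to 8851 ± 964 normalized reads. Klf2 (NM_008452) fell from 1643 ± 269 to 1093 ± 380, and Sox2 (NM_011443, which lies within another gene on the same strand) from 5580 ± 627 to 3622 ± 513 (SD, n = 3; adjusted p 1.44e-13, 3.02e-04 and 2.84e-04). Their log2 fold changes were 1.21, -0.63 and -0.63, or 1.05, -0.78 and -0.78 with TMM scaling. Without OHT replicate 3 only 1 of these entries was called. Nanog, Klf4, Sox2, Tfcp2l1 and Tbx3 rose in PCGF1/3/5/6, by 0.76 to 1.72, of which Tfcp2l1 and Tbx3 passed with TMM scaling. Prdm14, at -0.02 as calibrated, passed as lower only after TMM scaling (-0.69). Without UNT replicate 1, 8 entries were called there. Tbx3 also rose in PCGF1 (0.96, adjusted p 0.0025; 0.84 with TMM scaling) and PCGF1/3/5/2 (2.37, adjusted p 0.00438; 2.16 with TMM scaling). Klf2 passed as lower in PCGF1/3/5/2 with TMM scaling alone (-0.59, against -0.38 as calibrated). Without UNT replicate 2 the call in PCGF1 was lost, and without UNT replicate 1, 5 entries were called in PCGF1/3/5/2. In the paired fit, Klf4, Pou5f1, Tfcp2l1 and Tbx3 rose in PCGF1/3/5 and Tfcp2l1 in PCGF1/3/5/2. With TMM scaling the changes of these 4 genes in PCGF1/3/5 were 0.60, 0.31, 0.47 and 1.04. Those of Pou5f1 and Tfcp2l1 then lay below the fold threshold. The change of Tfcp2l1 in PCGF1/3/5/2 was 0.92 with TMM scaling. In PCGF2/4 and PCGF3/5 0 entries were called in either fit, and 0 had an unadjusted p under 0.05 in the unpaired fit. Tbx3 in PCGF3/5 had a paired adjusted p of 0.0137 but a log2 fold change of 0.54, below the fold threshold. The same counts were found when adjusted over the list alone, except that 2 entries rose in PCGF1.

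In the authors' deposited tables, the columns of unshrunken fold changes and adjusted p-values gave 3081 genes higher and 457 lower in RING1AB, 13 and 7 in PCGF2/4, 717 and 202 in PCGF1, and 178 and 32 in PCGF3/5 at the same thresholds. The authors' deposited tables gave 3509 and 156 in PCGF1/3/5, 2818 and 500 in PCGF1/3/5/2, and 8806 and 117 in PCGF1/3/5/6. With shrunken fold changes, the authors' deposited tables gave 3030 and 435 in RING1AB, 13 and 7 in PCGF2/4, 5.8e+02 (rounded) and 174 in PCGF1, 36 and 7 in PCGF3/5, 3195 and 145 in PCGF1/3/5, 2714 and 478 in PCGF1/3/5/2, and 8729 and 116 in PCGF1/3/5/6. By the paired fit, 2796 genes were higher in both RING1AB and PCGF1/3/5/6, 1612 in both RING1AB and PCGF1/3/5, 1498 in both RING1AB and PCGF1/3/5/2, 588 in both RING1AB and PCGF1, 197 in both RING1AB and PCGF3/5, and all 10 that rose in PCGF2/4 rose in RING1AB as well. Genes whose 3 OHT libraries all lay on the same side of the 3 UNT libraries were counted as well. They made up 40.7% of the tested genes in RING1AB, 76.1% in PCGF1/3/5/6, 33.6% in PCGF1/3/5/2 and 13.5% in PCGF1/3/5. In PCGF1, PCGF2/4 and PCGF3/5 they made up 13.3%, 3.79% and 1.81%. Chance gives 10% only if the libraries are exchangeable. They were taken as paired, and differences shared within pairs make such a separation rarer. Shares under 10% therefore do not show fewer changes than chance.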

Values the study reported

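The paper starts from 20,633 gene models, of which 2071 were taken as PRC1 target genes because Polycomb occupied them and their expression rose after loss of RING1A and RING1B. It names 137 genes that gained expression when PCGF2 was removed in addition to PCGF1/3/5, and 354 genes that retained RING1B after removal of PCGF1/3/5/6.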

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

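All tests in this part other than the contrasts of all genes were chosen after the results had been seen. What drew attention here were differences between lines in the response to the same treatment, each found by a test of the difference itself.

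The change in PCGF1/3/5 was compared with the sum of the changes in PCGF1 and PCGF3/5. The paired fit called 42 genes above the sum and 2 below it, and the unpaired fit 0. A scale difference between the lines does not account for every difference, since 47 genes were called by the paired fit after TMM scaling. When whole numbered pairs were reassigned between the lines, 33 of the 100 assignments gave at least as many calls in the paired fit, with up to 5849 calls in another assignment, and 100 of 100 did so in the unpaired fit. Reassigned pairs carry the real differences between the single and combined removals, so these counts neither show nor exclude chance.

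Removal of PCGF1/3/5/2 gave a higher log2 fold change than removal of PCGF1/3/5 for 1.4e+02 genes (rounded) and a lower one for 484 in the paired fit. After TMM scaling 463 genes were called, not all of them the same genes, which argues against a difference in scale as the whole cause. Of the 10 ways to assign the 6 pairs to the lines, 1 gave this many calls in the paired fit (the real assignment) and 10 of 10 did in the unpaired fit, where no gene was called. With 10 assignments that count cannot pass a threshold of 0.05. That most calls were lower in PCGF1/3/5/2 could come from the scale, because the median difference of all tested genes was -0.13 as calibrated and 0.024 after TMM. Scale and a real shift of most genes cannot be told apart by the mouse reads.

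Removal of PCGF1/3/5/6 gave a higher log2 fold change than removal of PCGF1/3/5 for 26 genes in the unpaired fit, and a higher one for 2487 and a lower one for 53 in the paired fit. RING1A/B-repressed genes rose further by a median of 0.736. After TMM scaling 1243 genes were called by the paired fit, so a scale difference does not explain every difference. In each fit 1 of 10 assignments of the pairs, the real one, gave as many calls. The excess of higher values could in part be a matter of scale, since the median difference of all tested genes went from 0.28 to -0.0213 with TMM, and these explanations cannot be told apart.

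Against RING1AB, removal of PCGF1/3/5/6 gave a higher log2 fold change for 4688 genes and a lower one for 423 in the unpaired fit, and for 5624 and 581 in the paired fit. After TMM scaling 2453 genes were called by the paired fit, which argues against scale as the whole cause, and 1 of 10 assignments gave as many calls in either fit. The median difference of all tested genes was 0.48 as calibrated and 0.0707 after TMM, so the surplus of higher values and a difference in calibration cannot be told apart.

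For all 4 contrasts, each combination of removed genes was present in 1 line. Differences between the lines other than the genes removed, such as the clone or its handling, and the genes removed themselves cannot be told apart with 1 line per combination. The effect of the genes removed remains open.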

How the results depend on the processing

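All libraries were refitted under the alternatives. Those that combine the replicate block with TMM scaling or with DESeq2 were chosen after seeing the data. Of 92 summary results, 31 changed little under each alternative that was run for them, leaving out libraries aside. A count had to stay within 1.5 times, a set had to keep its sign and side of the threshold, and a median of all tested genes had to move by less than its SD over the 3 OHT libraries. These medians were refitted only with TMM scaling and without the filter. TMM scaling removes nearly all of such a median by construction, so there the limit only asks whether the median exceeded that SD. In PCGF1/3/5 the median went from 0.353 to 0.0087 and counted as changed little, although its SD over the 3 pairs was 0.154. The sign could change within that limit, as it did with TMM scaling in RING1AB (-0.000572) and PCGF3/5 (-0.00812). For the single genes, edgeR on the recovered reads, no filter and a pseudocount of 0.25 changed none of 67 results, TMM scaling made 4 weaker and reversed 4, the replicate block made 21 stronger, and DESeq2 made 1 weaker and 4 stronger. Stricter thresholds were planned only for files without values per library, and were not needed and not run.

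The replicate block, which pairs libraries by number, moved the genes higher and lower to 930 and 279 in PCGF1, 302 and 51 in PCGF3/5 and 3901 and 226 in PCGF1/3/5, the genes lower to 2 in PCGF2/4 and 627 in PCGF1/3/5/2, and the genes with a higher and lower log2 fold change to 42 and 2 (PCGF1/3/5 against the sum), 1.4e+02 (rounded) and 484 (PCGF1/3/5/2 against PCGF1/3/5) and 2487 and 53 (PCGF1/3/5/6 against PCGF1/3/5). It brought the set tests in PCGF1/3/5 past the threshold, for RING1A/B-repressed genes (median 0.714) and the lists of 137 and 354 genes (0.898 and 0.86), and the set test of PCGF1/3/5/6 against PCGF1/3/5 for RING1A/B-repressed genes (adjusted p 0.432 without and 0.00154 with the block). It gave 4 pluripotency, 1 germline and 5 Hox calls in PCGF1/3/5, 2 pluripotency and 2 germline calls in PCGF1/3/5/2 and 3 Hox calls in PCGF1. Other counts of calls moved by less than 1.5 times under the block. The block removes differences that same-numbered libraries share, and can add calls only where they share them. Deviations of same-numbered libraries were correlated at 0.69 to 0.80 in PCGF1/3/5. In RING1AB they were correlated at 0.13 to 0.23, and there the block moved the genes higher only from 3240 to 3334.

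TMM scaling removes a shift of most genes by construction. It moved the genes lower in RING1AB to 893, the genes higher and lower to 136 and 49 in PCGF1, 1431 and 765 in PCGF1/3/5/2 and 2313 and 1068 in PCGF1/3/5/6, and the genes lower in PCGF2/4 to 1. The contrast of PCGF1/3/5/6 went to 70 and 1 against PCGF1/3/5 and to 1022 and 689 against RING1AB. The median of all tested genes became -0.000129 in PCGF1/3/5/2 and -0.0145 in PCGF1/3/5/6. Set tests passed under TMM in PCGF1 for RING1A/B-repressed genes (0.196, with the set chosen again under TMM) and the 2 lists (0.106 and 0.233), and in PCGF2/4 for the lists (0.528 and 0.628), and the first list reversed in PCGF3/5 (-0.0489). Pluripotency calls became 2 in PCGF1/3/5/2 and 3 in PCGF1/3/5/6, and Hox calls 1 in PCGF2/4, 0 in PCGF1 and 1 in PCGF1/3/5/6. The sign reversed for Pcgf5 in PCGF3/5 (-0.03), Pcgf2 in PCGF1/3/5/2 (-0.14), and Bmi1 (-0.53) and Pcgf6 (-0.07) in PCGF1/3/5/6.

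With TMM and the block together, the genes lower in RING1AB were 945, and the genes higher and lower were 265 and 247 in PCGF2/4, 1251 and 601 in PCGF1/3/5, 1819 and 1155 in PCGF1/3/5/2 and 2670 and 1240 in PCGF1/3/5/6. The genes lower in PCGF1 were 541 and the genes higher in PCGF3/5 were 194. The contrasts gave 11 lower (PCGF1/3/5 against the sum), 294 and 169 (PCGF1/3/5/2 against PCGF1/3/5), 1064 and 179 (PCGF1/3/5/6 against PCGF1/3/5) and 1462 and 991 (against RING1AB).

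DESeq2 without the block called 4 genes higher and 2 lower in PCGF2/4, 90 lower in PCGF1, 1.4e+02 (rounded) higher and 5 lower in PCGF1/3/5, 191 with a higher log2 fold change in PCGF1/3/5/6 than PCGF1/3/5, and 1 Hox entry in PCGF2/4. With the block it called 9 lower in PCGF2/4, 195 higher in PCGF3/5, and 23 higher and 1 lower for PCGF1/3/5 against the sum. Without the filter, 267 genes were higher in PCGF1 and 1 lower in PCGF2/4, the second list reversed in PCGF3/5 (0.0167), and Hox calls were 2 in PCGF1 and 19 in PCGF1/3/5/6. A pseudocount of 0.25 gave 2 Hox calls in PCGF1. Apart from the block and TMM scaling, the cause was not tested.

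Across the fits that each left out a library, the genes higher and lower ranged from 1 to 33 and 0 to 4 in PCGF2/4, 37 to 454 and 10 to 129 in PCGF1, and 1285 to 2832 and 208 to 374 in PCGF1/3/5/2, and the genes lower from 70 to 187 in PCGF1/3/5/6. Across paired fits without a pair they ranged from 0 to 143 and 0 to 1525 in PCGF2/4, 85 to 2036 and 69 to 227 in PCGF1, and 39 to 569 and 8 to 43 in PCGF3/5, and the genes lower from 132 to 289 in PCGF1/3/5. The median of RING1A/B-repressed genes ranged from -0.225 to 0.25 in PCGF2/4 and from -0.187 to 0.401 in PCGF3/5, and those of the lists in PCGF3/5 from -0.604 to 0.601 and from -0.451 to 0.361. Pluripotency calls ranged from 1 to 3 in RING1AB, 0 to 1 in PCGF1, 1 to 5 in PCGF1/3/5/2 and 5 to 8 in PCGF1/3/5/6, germline calls from 0 to 2 in PCGF1/3/5/2, and Hox calls from 0 to 4 in PCGF2/4 and 0 to 1 in PCGF1. Rnf2 in RING1AB ranged from -0.19 to 0.01, Pcgf3 and Pcgf5 in PCGF3/5 from -0.09 to 0.29 and -0.2 to 0.36, Pcgf2 in PCGF1/3/5/2 from -0.06 to 0.18 and Bmi1 in PCGF1/3/5/6 from -0.27 to 0.41. With 3 libraries per group these ranges show what single libraries carry, and the cause was not tested.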

Other observations

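All tests in this part were chosen after the results had been seen.

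Calls were counted for every other division of the 6 libraries of a line into 3 and 3 (10 in all) and, for the paired fit, for the 4 divisions that part all pairs. In RING1AB, PCGF1, PCGF1/3/5/2 and PCGF1/3/5/6, 1 of 10 divisions, the real one, gave as many calls, the largest other count being 161, in PCGF1. In PCGF2/4, 3 of 10 divisions did, with up to 4919 calls. In PCGF3/5 and PCGF1/3/5, where 0 genes were called, 10 of 10 did. In the paired fit 1 of 4 divisions, the real one, gave as many calls in each of the 7 lines, and the others gave 0. With 10 or 4 divisions, such counts cannot reach 0.05.

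Limma called no gene in PCGF3/5 and PCGF1/3/5 without the replicate term. Library-wide scale differences left by the spike-in factors were excluded as the cause, because TMM scaling without the term also gave 0 calls. Differences of single genes shared by same-numbered libraries are a candidate explanation: after TMM scaling the smallest correlation of deviations over the 6 numbered pairs of these lines was 0.69. Same-numbered libraries of different lines also deviated alike (mean correlation 0.096; exact permutation p 0.021, 959 of 46656 assignments as large), which would fit handling of libraries with the same number together. No biological explanation was tested.

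The median of all tested genes rose in PCGF1/3/5/6. Gene length did not account for this, the smallest median over length quartiles being 0.60, nor did low counts (0.56 over quartiles of the mean count), nor a few genes taking most reads, since the 100 most abundant genes held 11.1% of the reads in both UNT and OHT libraries (a change of 0.00216 percentage points). A real rise of most genes and the scale set by the spike-in factors cannot be told apart, because TMM removes the whole shift (0.672) and no other measure of scale was at hand.

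The 7 entries on the Y chromosome together had 266 to 596 RPM (of all mouse reads) in 4 lines, namely PCGF1/3/5/6, PCGF1/3/5, PCGF3/5 and PCGF1, but 14.6 to 25.0 in RING1AB, 9.87 to 13.5 in PCGF1/3/5/2 and 0.264 to 0.925 in PCGF2/4. In PCGF1/3/5/2 Uty, Kdm5d, Ddx3y and Eif2s3y had 1.68% to 3.02% of their level in PCGF1/3/5. The largest share was 1.80 times the smallest, which argues against reads of X-linked paralogs, since these would not follow the Y-linked levels. A small share of cells that kept the Y chromosome (up to 3.02%) and reads passed between libraries cannot be told apart, as both follow the levels of the other lines. In RING1AB the largest share was 6.81 times the smallest, which excludes a small share of cells with a Y chromosome as the whole cause. The lines thus differed in their Y chromosome as well as in the genes removed.

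The RING1A/B-repressed set here held 3240 genes. That is higher than the number of PRC1 target genes quoted from the study above, which also had to be occupied by Polycomb proteins. Of this set, 89 genes had a higher and 108 a lower log2 fold change in PCGF1/3/5/2 than in PCGF1/3/5 by the paired fit. The study's genes with additional derepression came from a comparison of treated cells, not of changes on treatment, so the counts do not measure the same thing.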
